A study of Homo sapiens with 8 samples.

How the data were processed

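RNA sequencing read counts from 8 libraries of human umbilical vein endothelial cells (HUVECs) were analysed. HUVECs are primary endothelial cells that line the vein of the umbilical cord. Per the labels, the cells were isolated by the authors' laboratory, used at passages 3 to 8 and held confluent for at least 48 h before treatment. Treatment lasted 72 h and consisted of 200 ng/mL recombinant interleukin-6 with 100 ng/mL of its soluble receptor sIL-6Rα (IL-6+R, 4 libraries) or of phosphate-buffered saline (PBS, 4 libraries). The soluble receptor lets interleukin-6 signal in cells that carry few membrane-bound receptors. Cells were lysed in Trizol and libraries were made with the TruSeq protocol.

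The authors deposited a single table of whole-number read counts per gene, with an Entrez identifier for each of 15771 genes and a symbol for 15623 of them. Column names of the deposited table refer to the Subread aligner. The aligner version, genome build, annotation, strand setting, handling of reads that map to several places and any filter were not stated. The lowest count of a gene summed over all libraries was 11, and 463 genes had a count of 0 in at least 1 library, so genes with very few reads had been removed or were absent before deposition. No column and no gene was left out on reading. Because the genome build was not stated, no coordinates are given. Chromosome, exon length, GC content and overlap of exons with other genes came from GENCODE release 29, to which 15371 genes (97.5%) could be matched. Strand was not stated, so counts of genes whose exons overlap another gene, and of members of families with similar sequences, may include reads of the other gene.

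Total counts lay between 14139991 and 21834324 per library. A count of 100 carries a counting error of 10.0% and corresponded to at most 7.07 CPM (counts relative to library size, as computed by edgeR) before scaling. Intervals for a share of the counts of a single library are 95% Wilson intervals. Counts were not corrected for duplicate molecules, so intervals and floors cover counting error only. A gene at 3 counts or fewer in all libraries of a group was treated as at the floor, and its fold change is given as a lower bound computed against that floor. Pairs of libraries within a group were checked for duplicated data by the chi-square of their counts per degree of freedom, which lay between 3.96 and 314, where copies or technical repeats of a library would lie near or under 1.

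Genes were filtered with filterByExpr by group (minimum count 10), which left 14388 tested genes. Counts were scaled by trimmed mean of M values (TMM) and tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit with adjusted deviances, glmQLFTest) under R 4.3.3, with treatment as the only term. The Benjamini-Hochberg adjusted p threshold was 0.05 over all tested genes. Standard errors (SE) of log2 fold changes were derived from the F statistic. Log2 CPM values used a prior count of 2. Group values are TMM-scaled CPM as mean ± SD with n = 4, unless a library was left out.

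Gene lists for IL-6 and STAT3 targets, interferon response, NF-kB and leukocyte adhesion, endothelial junction and identity, coagulation and fibrinolysis, DNA methylation machinery and proliferation were fixed, as were the main test and most alternatives, before the data were examined. These 7 lists were tested with camera (preset correlation 0.01, adjusted over the 7 lists), and again with fry and with camera using an estimated correlation. Lists of stromal and leukocyte markers were fixed at the same time and served only to look for RNA of other cells. Lists of arterial and venous genes were added after the largest changes had been seen, without those genes.

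Genes to be named were the 8 largest increases and the 8 largest decreases among genes past the threshold with an average log2 CPM of at least 1, a symbol and all values of a group on the same side of the other group. List members past the threshold were also included, with the 5 largest changes per list described, and SOCS3 served as a check of the treatment label. Genes that would show the sex of a donor were not considered. A few further genes, and a pattern that rests on them, are not reported here. CISH, HIF1A, CXCL10, CDH5, PECAM1, DNMT1, DNMT3A and DNMT3B were named after their values had been seen, as were all further genes in the closing section that fall outside this rule.

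The sample descriptions carry 2 name stems that separate replicates 1 and 2 from replicates 3 and 4 in both groups. What the stems mean is not stated, and they were handled as a possible batch, called name set 1 and name set 2. The difference in response between them was tested as an interaction in edgeR, and fold changes fitted in each set alone were compared across genes. Library measures were compared by exact two-sided permutation tests over all 70 arrangements of the 8 libraries, with scipy 1.17.1 under python 3.11.15.

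Alternatives covered DESeq2 size factors, upper-quartile factors or library size in place of TMM, no filter, a mean count of at least 50, DESeq2 1.42.0, limma voom (limma 3.58.1), the legacy and robust forms of the edgeR fit, a block for replicate number or name set, each name set alone and each library left out. After the data had been seen, 3 more were added: leaving out IL-6+R replicate 3 and PBS replicate 2 together, limma voom with library quality weights, and removal of a trend with exon length and GC content from each library by loess (span 0.3). On simulated data with 200 changed genes in 3 draws, the edgeR test recovered 70.5% of changed genes with 4.27% false among its calls. In the same draws DESeq2 recovered 84.3% with 17.7% false, limma voom recovered 70.3%, and the interaction test recovered 20.7%. Genes were drawn independently of each other, with no outlying library, no length trend and each change at least 2-fold. These rates may therefore not hold for the real data. DNA methylation was not analysed here.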

Results

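Transcripts of HUVECs were counted after 72 h with IL-6+R or PBS, in 4 libraries per group. Total counts of IL-6+R replicates 1 to 4 were 17655256, 15927660, 15717032 and 18353049, and those of PBS replicates 1 to 4 were 17319637, 15802436, 14139991 and 21834324. The number of genes with at least 1 count was 15676 ± 59.2 (SD, n = 4) with IL-6+R and 15694 ± 33.0 (SD, n = 4) with PBS. The 10 most abundant genes held 7.11% ± 1.19 of the counts with IL-6+R and 6.66% ± 0.786 with PBS, and mitochondrially encoded genes held 3.36% ± 0.566 and 3.29% ± 0.0365 (SD, n = 4 each). Exact two-sided permutation tests gave p = 0.943 for total counts, 0.714 for genes with at least 1 count, 0.657 for the share of the 10 most abundant genes and 0.971 for the mitochondrial share. Adjusted over these 4 measures each p was 0.971, and the smallest p the design allows is 0.0286. Leaving out IL-6+R replicate 3 moved the mitochondrial share of that group to 3.64% ± 0.0571 (SD, n = 3), with an exact permutation p of 0.0571, the smallest that 3 against 4 libraries allow, and all 3 values (3.59% to 3.70%) above the 4 with PBS (3.24% to 3.33%).

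Libraries differed from each other along a first principal component that followed treatment only in part. It held 52.4% of the variance and placed IL-6+R replicate 3 at 98.7, the other IL-6+R libraries between -10.2 and 17.03, PBS replicate 2 at 15.7 and the other PBS libraries between -43.6 and -35.0. The second component held 30.5%. On it, IL-6+R replicates 1, 2 and 4 lay between 31.7 and 47.6, IL-6+R replicate 3 at -11.4 and the PBS libraries between -51.4 and -16.6. The TMM factor was 0.809 in IL-6+R replicate 3 and between 1.00 and 1.05 in the other libraries. Median correlation with the other libraries of the group was 0.917 for IL-6+R replicate 3, 0.965 for PBS replicate 2 and between 0.985 and 0.991 for the other 6.

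**Figure D1:**
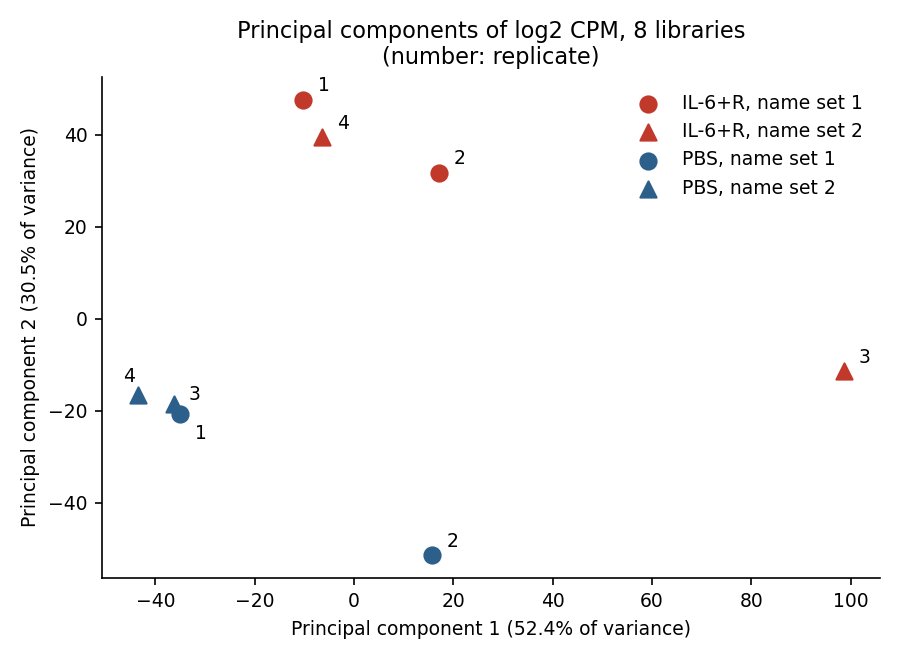
Principal components of log2 CPM for the 8 libraries, with the share of variance on each axis, red for IL-6+R, blue for PBS and circles or triangles for name set 1 or 2. IL-6+R replicate 3 lies at 98.7 on the first axis, apart from the other 7 libraries, and PBS replicate 2 has the lowest position on the second axis at -51.4.

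Deviations of a library from the other libraries of its group were compared between short and long transcripts over 14126 genes. Quartiles of exon length had median lengths of 2191, 3997.5, 6043.5 and 9746 bp. In IL-6+R replicate 3 the shortest quartile lay 1.06 (log2) above the longest, and in PBS replicate 2 it lay 0.85 above. The same difference was 0.28 in IL-6+R replicate 2 and between -0.40 and -0.017 in the other 5 libraries. This measure was chosen after a rank correlation with length had been seen, by which IL-6+R replicate 2 (-0.341) lay close to IL-6+R replicate 3 (-0.385).

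**Figure D2:**
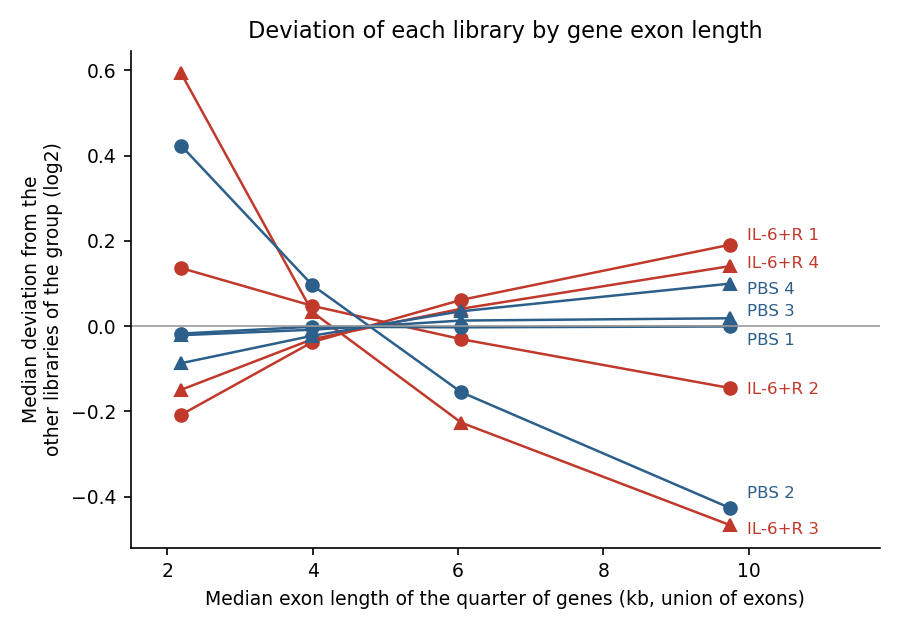
Median deviation of each library from the other libraries of its group (log2) by quartile of exon length, with red for IL-6+R, blue for PBS and circles or triangles for name set 1 or 2. IL-6+R replicate 3 falls from 0.59 in the shortest quartile to -0.47 in the longest, and PBS replicate 2 from 0.42 to -0.43.

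The comparison of IL-6+R with PBS asks which transcripts of endothelial cells change under sustained IL-6 signaling. Of 14388 tested genes, 1133 (7.87%) passed an adjusted p of 0.05 in edgeR, of which 596 were higher and 537 lower with IL-6+R. At least a 2-fold change was seen in 693 of them, 411 higher and 282 lower. At an unadjusted p under 0.05 there were 2747 genes. All 4 values of a group lay on the same side of all 4 values of the other group in 2306 genes (16.03%), against a share of 2.86% given by chance, and in 1118 of the 1133 genes past the threshold. The median SE of a log2 fold change was 0.24 over all tested genes, 0.38 in 2387 genes with a mean count under 50 and 0.20 in 3816 genes with a mean count over 1000. The median log2 fold change of all genes was 0.032 with TMM and -0.033 with library size only, and the share of higher genes among those past the threshold lay between 49.2% and 52.6% over 4 scalings. The alternative that moved the number of genes most was limma voom with library quality weights, chosen after the data had been seen, which gave 3858, while a fit of name set 2 alone gave 0 genes (1323 at an unadjusted p under 0.05). Without IL-6+R replicate 3 the number was 1886. It was 702 without IL-6+R replicate 2, and 681, 683 and 678 without PBS replicates 1, 3 and 4.

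**Figure D3:**
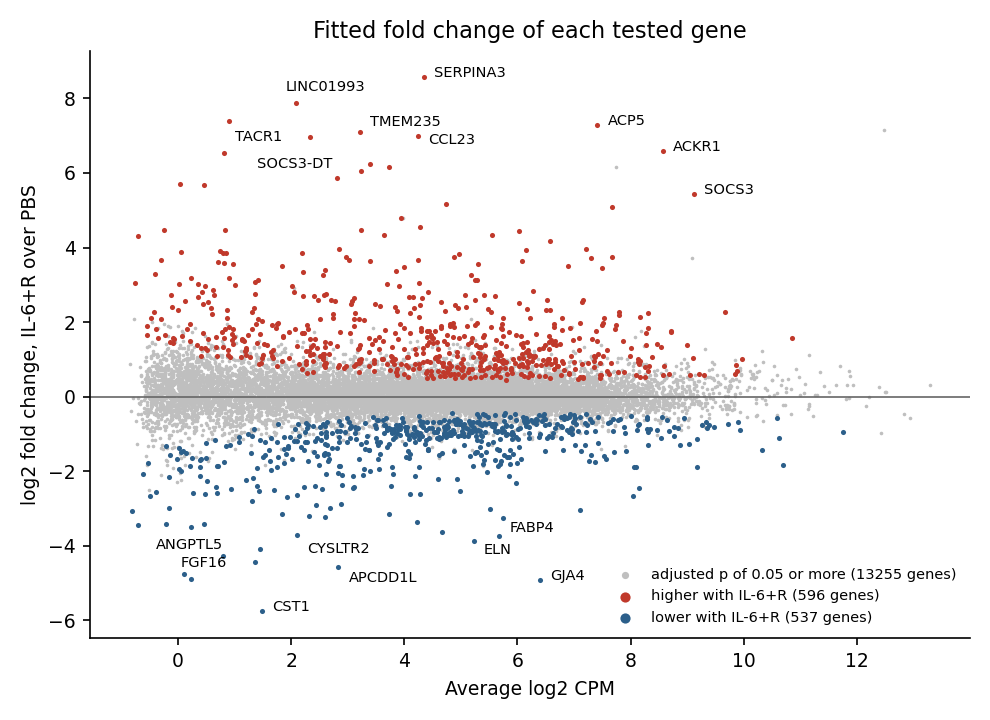
Log2 fold change of IL-6+R over PBS against average log2 CPM for the 14388 tested genes, with red points for the 596 higher and blue points for the 537 lower genes past an adjusted p of 0.05 and labels for named genes. Changes past the threshold spread over the whole range of abundance and in both directions.

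SOCS3 (Entrez 9021, chromosome 17 in GENCODE release 29), a direct feedback inhibitor of IL-6 signaling, checked the treatment label. Its level was 1089 ± 249 CPM with IL-6+R and 25.3 ± 4.81 CPM with PBS (SD, n = 4 each), a log2 fold change of 5.43 (SE 0.25, edgeR adjusted p = 6.95e-06). Within name set 1 the log2 fold change was 5.48 and within name set 2 it was 5.36. Leaving out both libraries with the length trend moved it most, to 5.65. The lowest IL-6+R library was 27.1 times the highest PBS library.

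Among the largest increases, SERPINA3 (Entrez 12, chromosome 14) rose from 0.106 ± 0.0720 to 40.5 ± 5.45 CPM (log2 fold change 8.56, SE 0.32, adjusted p = 1.27e-06). PBS libraries held 1 to 3 counts of it, so it was at least 233-fold higher, and 31.8% of its exon bases overlap another gene. ACP5 (Entrez 54, chromosome 19) rose from 2.16 ± 0.794 to 338 ± 197 CPM (log2 fold change 7.29, SE 0.51, adjusted p = 4.61e-05). ACKR1 (Entrez 2532, chromosome 1) rose from 7.82 ± 1.61 to 753 ± 512 CPM (log2 fold change 6.59, SE 0.51, adjusted p = 7.62e-05), and without IL-6+R replicate 3 the level with IL-6+R was 501 ± 101 CPM (n = 3). CCL23 (Entrez 6368, chromosome 17) reached 37.6 ± 30.5 CPM, or 22.6 ± 7.34 CPM (n = 3) without IL-6+R replicate 3, with 3 to 7 counts in the PBS libraries (log2 fold change 7.001, SE 0.67, adjusted p = 0.000264). LINC01993 and TMEM235 on chromosome 17 and TACR1 on chromosome 2 were at the floor with PBS and were at least 48.3-fold, 106-fold and 55.9-fold higher. SOCS3-DT, a transcript that diverges from SOCS3, had a log2 fold change of 6.23 (SE 0.53, adjusted p = 0.000138).

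Among the largest decreases, GJA4 (Entrez 2701, chromosome 1) fell from 163 ± 27.6 to 5.37 ± 1.71 CPM (log2 fold change -4.93, SE 0.26, adjusted p = 9.66e-06). ELN (Entrez 2006, chromosome 7) fell from 69.8 ± 10.9 to 4.75 ± 2.24 CPM (log2 fold change -3.88, SE 0.35, adjusted p = 0.000174). FABP4 (Entrez 2167, chromosome 8) fell from 94.8 ± 24.6 to 7.19 ± 4.08 CPM (log2 fold change -3.73, SE 0.38, adjusted p = 0.000365). CST1 (Entrez 1469, chromosome 20) was at 1 or 2 counts with IL-6+R and at 5.23 ± 3.81 CPM with PBS. Against the mean of all 4 PBS libraries it was at least 28.3-fold lower. Without PBS replicate 2 the level with PBS was 3.39 ± 1.28 CPM (n = 3), so that bound would be lower. Log2 fold changes of APCDD1L, FGF16, ANGPTL5 and CYSLTR2 were -4.57, -4.44, -4.07 and -3.70, with adjusted p between 2.84e-05 and 0.00165. Reads of close paralogs were not excluded for CCL23 and CST1, since the handling of reads that map to several places was not stated.

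**Figure D4:**
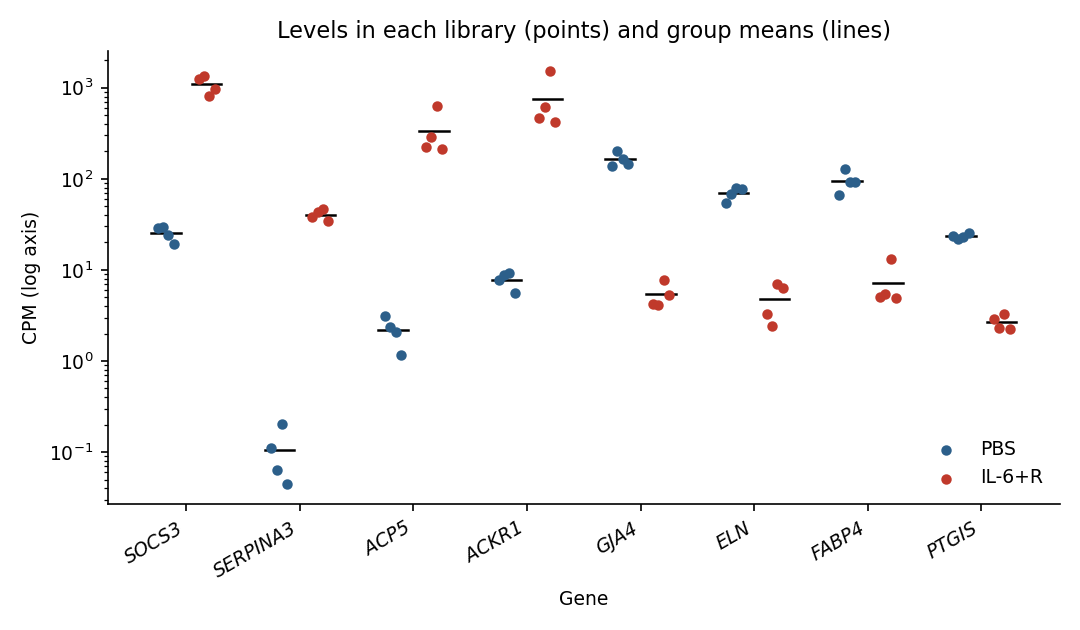
CPM of 8 named genes on a log axis in each library (points) with the mean of each group (lines), for 4 IL-6+R (red) and 4 PBS (blue) libraries. For each gene all 4 values of a group lie on the same side of the other group, and SOCS3 shows the check of the treatment label with a log2 fold change of 5.43.

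Of the IL-6 and STAT3 target list, 22 of 26 genes were tested, 19 were higher and 13 passed the threshold, all higher. Adjusted over the list alone, 16 passed. The median log2 fold change was 1.46, also with SERPINA3 set at its bound, and camera gave an adjusted p of 3.07e-27. A fit of name set 2 alone moved the median most, to 1.24. After SOCS3 and SERPINA3, the largest changes past the threshold were in CEBPD (135 ± 24.9 against 19.02 ± 5.43 CPM, log2 fold change 2.83), BCL6 (83.8 ± 14.2 against 12.8 ± 1.65 CPM, 2.71) and BCL3 (159 ± 33.2 against 31.5 ± 5.26 CPM, 2.33), with edgeR adjusted p of 0.000118, 3.01e-05 and 0.000134. CISH had a log2 fold change of 6.16 that did not pass (adjusted p = 0.0931) and that rested on IL-6+R replicate 3, without which it was 0.80 (adjusted p = 0.0810). Across the 7 lists, calls for the IL-6 and STAT3 target, coagulation and proliferation lists held under both fry and an estimated correlation, calls for the interferon and DNA methylation lists held under fry only, and the NF-kB list passed under fry only.

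All 22 interferon response genes were tested, and 20 were higher under TMM, against 19 with library size only. The median log2 fold change was 0.84 (camera adjusted p = 2.13e-05), and 4 genes passed the threshold, against 6 adjusted over the list alone. Without IL-6+R replicate 3 the median was 0.46 (camera adjusted p = 0.00100). The camera adjusted p with an estimated correlation was 0.189. GBP2 (118 ± 15.2 against 48.3 ± 4.06 CPM, log2 fold change 1.29, adjusted p = 0.000489) and IRF9 (33.6 ± 3.65 against 17.8 ± 1.94 CPM, 0.92, adjusted p = 0.00386) changed with the smallest p, and 48.4% of the exon bases of IRF9 overlap another gene. PSMB9 (log2 fold change 1.40, adjusted p = 0.0276) and OAS1 (0.79, adjusted p = 0.0316) passed in 3 and 2 of the 8 fits that each left out a library, with adjusted p up to 0.0946 and 0.113 without PBS replicate 4. CXCL10 (1.74, adjusted p = 0.578) did not pass, and its level depended on single libraries. The mean with PBS was 2.52 CPM, or 0.107 CPM (n = 3) without PBS replicate 3. With IL-6+R it was 8.17 CPM, or 4.89 CPM (n = 3) without IL-6+R replicate 3.

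Members of the NF-kB and leukocyte adhesion list moved in both directions. Of 17 tested genes (of 18), 10 passed the threshold, 6 higher and 4 lower, and 11 passed adjusted over the list alone. With library size only, 6 higher and 3 lower genes passed. The median was 0.080 (camera adjusted p = 0.153), and it lay at 0.0040 without IL-6+R replicate 3 and 0.17 without PBS replicate 2. CXCL2 (58.0 ± 23.4 against 8.82 ± 3.68 CPM, log2 fold change 2.72, adjusted p = 0.00265), SELP (121 ± 18.7 against 23.9 ± 1.55 CPM, 2.34, 3.14e-05) and IL6 (13.7 ± 2.41 against 3.26 ± 0.557 CPM, 2.08, 0.000227) were higher, with 20.7% of the exon bases of IL6 in overlap with another gene. CX3CL1 was lower (0.994 ± 0.292 against 6.38 ± 0.785 CPM, -2.70, 0.000176). SELE was higher (log2 fold change 1.63, adjusted p = 0.0156) and passed in 5 of the 8 fits that each left out a library (adjusted p up to 0.0618 without PBS replicate 1).

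The 22 endothelial junction and identity genes had a median log2 fold change of -0.085 (camera adjusted p = 0.205), which lay at -0.034 without IL-6+R replicate 3 and at -0.20 without PBS replicate 2. ESAM alone passed over all tested genes (255 ± 26.4 against 370 ± 33.9 CPM, log2 fold change -0.54, edgeR adjusted p = 0.0401). It did so in 1 of the 8 fits that each left out a library (adjusted p up to 0.122 without IL-6+R replicate 4). Adjusted over the list alone, 0 genes passed. CDH5 (-0.41, adjusted p = 0.515) and PECAM1 (-0.22, adjusted p = 0.471) did not pass.

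Of the coagulation and fibrinolysis list, 15 of 16 genes were tested, with a median log2 fold change of -0.48 (camera adjusted p = 2.30e-07). The 5 genes past the threshold were all lower, and 9 passed adjusted over the list alone. PTGIS fell from 23.5 ± 1.63 to 2.69 ± 0.503 CPM (log2 fold change -3.13, adjusted p = 1.25e-05) and PLAT from 90.4 ± 12.1 to 25.8 ± 4.53 CPM (-1.81, 0.000242). PLAU (-1.27, adjusted p = 0.00115; 31.1% of exon bases overlap another gene) and TFPI2 (-1.03, adjusted p = 0.00542) also fell.

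All 16 genes of the DNA methylation machinery were tested, since the series title names DNA methylation. The median log2 fold change was -0.20 (camera adjusted p = 0.0276). This call was lost without IL-6+R replicate 3 (median -0.064, adjusted p = 0.104) and without PBS replicate 4 (-0.072, 0.0531). GADD45A (20.1 ± 2.65 against 56.6 ± 9.38 CPM, log2 fold change -1.49, adjusted p = 0.000577) and UHRF1 (29.9 ± 3.67 against 48.2 ± 1.19 CPM, -0.69, 0.0118) were lower, and the same number, 2, passed adjusted over the list alone. DNMT1 (-0.23, adjusted p = 0.449), DNMT3A (-0.021, 0.970) and DNMT3B (-0.14, 0.817) did not pass.

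All 20 proliferation genes were lower under each of the 4 scalings, and 10 passed the threshold (8 with library size only), against 15 adjusted over the list alone. The median log2 fold change was -0.71 (camera adjusted p = 4.33e-10). TOP2A fell from 153 ± 11.6 to 82.3 ± 8.65 CPM (log2 fold change -0.89, adjusted p = 0.00283), RRM2 from 140 ± 7.67 to 80.1 ± 10.2 CPM (-0.81, 0.00539) and CCNB1 from 112 ± 15.3 to 66.0 ± 5.59 CPM (-0.77, 0.00938). TYMS (-0.93, adjusted p = 0.00645) shares 46.6% of its exon bases with another gene. MKI67 (114 ± 24.7 against 216 ± 53.1 CPM, -0.93, adjusted p = 0.0401) passed in 2 of the 8 fits that each left out a library, with an adjusted p of 0.131 without IL-6+R replicate 2.

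**Figure D5:**
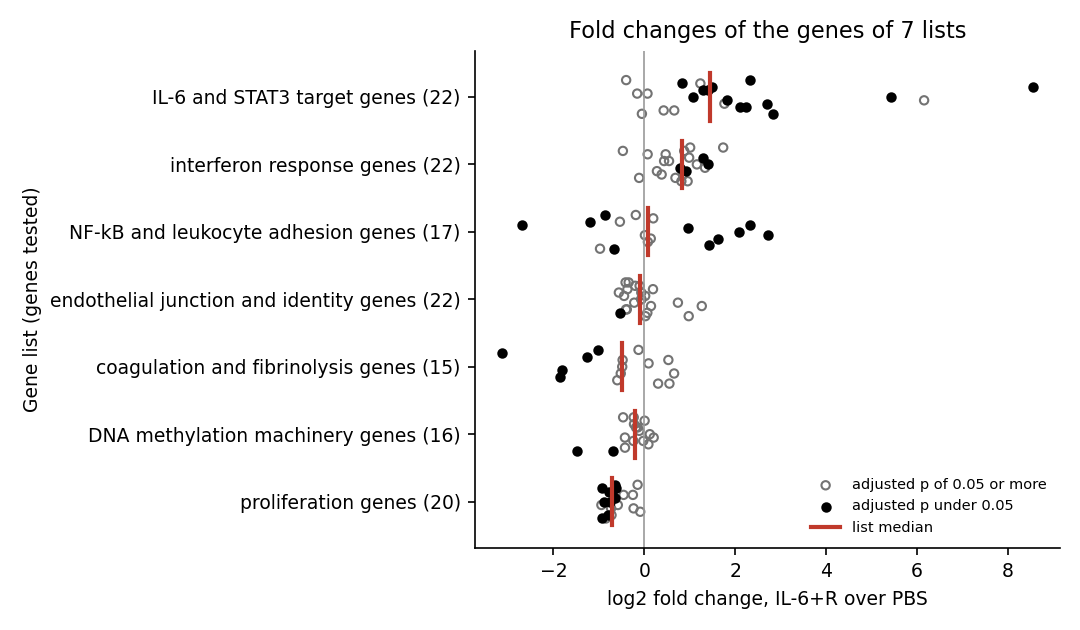
Fitted log2 fold change of each tested gene of the 7 lists (filled points for an adjusted p under 0.05, open points for the others), with the median of each list (lines). Medians run from 1.46 for the IL-6 and STAT3 targets to -0.71 for the proliferation genes, and the NF-kB list spreads to both sides of 0.

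The 2 name sets were compared because they may be batches. The interaction of treatment with name set passed the threshold in 0 genes in edgeR, with 302 genes (2.10%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.606. On simulated data this test recovered only 20.7% of changed genes, so 0 genes does not show an equal response. Across 14283 genes, which are not independent replicates, log2 fold changes fitted within each set had a Pearson r of 0.465 and a Spearman rho of 0.117, and 48.8% of genes had the same sign in both. As differences of group means of log2 CPM, r was 0.442 with all libraries, 0.761 without IL-6+R replicate 3 and 0.683 without PBS replicate 2. It was 0.289, 0.195 and 0.174 without IL-6+R replicate 2, IL-6+R replicate 4 and PBS replicate 1. Deviations of IL-6+R replicate 3, in name set 2, and PBS replicate 2, in name set 1, went together across genes (r = 0.708). They enter the fold changes of the 2 sets with opposite sign and so lower the agreement between sets. All 1133 genes past the threshold in the 8 libraries had the same sign in both sets, though they were selected on those libraries. Name set 1 alone gave 390 genes and name set 2 alone gave 0 genes (1323 at an unadjusted p under 0.05).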

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

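Of the tests in this part, those of the length trend, library size, mislabelling and RNA of other cells were chosen only after the result was seen. Among 140 groups of 4 libraries, a single library lay apart from the other 3 by Dixon's test in 14, where 7 would be given by chance. IL-6+R replicate 3 was the library apart in 8 of them, PBS replicate 2 in 6, and another library in 0.

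With IL-6+R, replicate 3 was the highest library for FABP4 (3.75 log2 CPM against 2.34 to 2.47 in the other 3; ratio of gap to range 0.908), CXCL8 (1.96 against 1.61 to 1.65; 0.874) and PLAU (3.54 against 3.14 to 3.15; 0.967). It was the lowest for SELE (1.71 against 2.57 to 2.63, ratio 0.943), MCM2 (5.37 against 5.68 to 5.72, ratio 0.886) and TYMS (4.10 against 4.58 to 4.62, ratio 0.910). Its mitochondrial share was 2.51% (95% Wilson interval 2.51 to 2.52) against 3.59% to 3.70% (ratio 0.907). The median of the endothelial junction and identity list lay at -0.53 against -0.019 to 0.081 (log2, relative to the mean of all libraries; ratio 0.837).

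With PBS, replicate 2 was the lowest library for CYSLTR2 (1.62 log2 CPM against 3.198 to 3.26, ratio 0.961) and the highest for TIMP1 (7.41 against 6.48 to 6.56, ratio 0.918), PLAU (4.75 against 4.41 to 4.46, ratio 0.854) and GADD45A (6.14 against 5.68 to 5.73, ratio 0.882). Its share of counts in the 10 most abundant genes was 5.49% (95% Wilson interval 5.48 to 5.50) against 6.95% to 7.21% (ratio 0.846). The median of the coagulation list lay at 0.57 against 0.21 to 0.25 (ratio 0.889).

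The deviations of these libraries from their groups went together across genes (r = 0.708), although the libraries differ in treatment and in name set. Library size could not be ruled out. PBS replicate 3, with the lowest total, had a difference between the shortest and longest quartile of transcripts of -0.040, but this is 1 library. The next lowest totals were those of IL-6+R replicate 3, PBS replicate 2 and IL-6+R replicate 2. These had the highest differences (1.06, 0.85 and 0.28), so a link with library size stays open. Exchange of labels between the groups is argued against by SOCS3, which was 27.1 times as high in the lowest IL-6+R library as in the highest PBS library. Transcripts of other cells lower those they lack only by dilution, so the fall of the longest quartile (-0.83 and -0.47 in log2 CPM by library size) would need 43.7% of the counts of IL-6+R replicate 3 and 27.6% of those of PBS replicate 2. RNA of stromal cells as the source of that fall is argued against, since at these shares the median level of 10 markers in such cells could be at most 10.4 CPM, under the limit of 100 CPM set for this test. TAGLN, at 77.6 CPM against 33.8 to 51.8 and at 30.9 CPM against 12.4 to 18.2, was the only stromal marker above the other libraries of the group in both. RNA of leukocytes is argued against in the same way, with at most 12.4 CPM over 9 markers, although the medians of their deviations were above 0 (0.59 and 0.79, against 0.053 and -0.024 for stromal markers). The test first set, a median deviation of at least 1, is not used here, as markers went both ways. A share of other cells too small to give the fall stays open.

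A trend with transcript length and GC content stays open as a part of the cause. The smaller of both length differences was 0.85, above the 0.28 of the next library. The deviations still had r = 0.626 across genes after the trend had been removed. That removal used annotated exon length and GC content and may be incomplete, so whether the trend is the whole cause cannot be told. It lowered the SD of the deviations from 0.979 to 0.810 in IL-6+R replicate 3 and from 0.629 to 0.547 in PBS replicate 2. A difference in RNA integrity or in library preparation may underlie the trend, but neither was recorded in the labels, and neither was tested. No biological difference between these libraries and the rest of their groups is named by the design, so no biological explanation was tested.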

How the results depend on the processing

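Leaving out both libraries with the length trend, limma voom with quality weights and removal of the length and GC trend were chosen after the data had been seen. The number of changed genes was 1133. It lay between 889 and 1189 with other scalings (975 to 1132), without a filter (1189), with a mean count of at least 50 (989), with limma voom (1106), with the legacy (1109) or robust (1091) form of edgeR and with name set as a block (889). It rose to 1843 with DESeq2 (which kept all 1133), to 1861 with the length and GC trend removed (1059 shared), to 3512 without both libraries with that trend (1132 shared) and to 3858 with quality weights (1133 shared). Those weights were 0.0763 for IL-6+R replicate 3 and 0.197 for PBS replicate 2, against 0.931 to 2.97 for the other libraries. On simulated data with no outlying library and no length trend, 17.7% of DESeq2 calls were false, against 4.27% with edgeR. Whether these rates hold for the real data was not tested. Why the other 3 gave more genes was not tested, but each lowers the part of those libraries or of their trend in the spread within groups.

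The number fell to 649 with replicate number as a block (640 shared). Correlations between deviations of equally numbered libraries were 0.40, -0.070, -0.36 and 0.56. The largest correlations were those of PBS replicate 2, at 0.70 with IL-6+R replicate 3 and -0.71 with IL-6+R replicate 1. Deviations from a group mean follow the libraries with the length trend, so a pairing by number can be neither shown nor excluded. Name set 1 alone gave 390 genes, each changed at least 2-fold, and name set 2 alone gave 0 genes overall and 0 changed at least 2-fold (1323 at an unadjusted p under 0.05), with 2 libraries per group in each fit. Across the 8 fits that each left out a library, the number lay between 678 (without PBS replicate 4) and 1886 (without IL-6+R replicate 3, 1128 shared), and the number changed at least 2-fold between 529 and 860, against 693.

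The IL-6 and STAT3 target, coagulation and proliferation lists passed the threshold in the same direction under all 25 alternatives with a test, with medians of 1.24 to 1.55, -0.55 to -0.31 and -0.79 to -0.62. The legacy and robust fits among these leave the list tests as they are and say nothing about them, and DESeq2 gave medians only. The interferon list kept its direction (0.38 to 0.92) and passed under 24 of 25. It did not pass with an estimated correlation (median 0.84, adjusted p = 0.189).

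The NF-kB list (0.080) reversed with library size only (-0.031, adjusted p = 0.270), without both libraries with the length trend (-0.054, 0.0666), with quality weights (-0.012, 0.467) and with the length and GC trend removed (-0.029, 0.174). It passed the threshold with replicate number as a block (0.013, 0.0309), in name set 1 alone (0.054, 0.00913) and under fry (0.080, 0.00454), over a range of adjusted p from 0.00454 to 0.467. The endothelial list (-0.085) reversed in name set 1 alone (0.026, 0.604) and passed the threshold in name set 2 alone (-0.37, 0.0279), with adjusted p up to 0.693. The DNA methylation list (-0.20) reversed in name set 1 alone (0.0051, 0.311). It did not pass with the length and GC trend removed (-0.13, 0.0524) or an estimated correlation (-0.20, 0.293), and it lay between -0.28 and -0.064 across the fits that each left out a library, not passing without IL-6+R replicate 3 (-0.064, 0.104) or PBS replicate 4 (-0.072, 0.0531). It passed under 20 of 25 alternatives, with adjusted p from 0.00729 to 0.311. For these lists the cause was not tested.

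All 59 named genes kept their direction under each of the 24 alternatives that tested them, and 54 were tested under all. In each of the 59, all values of a group lay on the same side of the other group. Fits to part of the libraries could thus hardly reverse a direction, so the kept directions are little test of these genes. With all 8 libraries, 44 stayed past the threshold wherever they were tested, 40 of them under every such alternative. It was not reached by 15 with replicate number as a block, 7 with name set as a block, 4 with library size only, 2 with the length and GC trend removed and 1 with limma voom. A filter on a mean count of 50 removed 5 of the 59, of which 4 were among the 44. In the fits that left out a library, 46 always passed. Without PBS replicate 1, 13 did not, without PBS replicate 3, 11, and without PBS replicate 4, 10. Name set 2 alone called 0 of the 59 and name set 1 alone 35.

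The interaction of treatment with name set called 0 genes under all 8 alternatives, with 157 to 787 at an unadjusted p under 0.05. The r between name sets lay between 0.443 and 0.501 over 4 alternatives. It was 0.761 without IL-6+R replicate 3 and 0.174 without PBS replicate 1, as differences of group means of log2 CPM (0.442 with all libraries).

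Group differences (IL-6+R minus PBS) in library measures changed sign when a library was left out, and the cause was not tested. They ran from -1405550 to 1159230 for total counts, from -32.1 to 11.3 for genes with at least 1 count, from -0.132 to 0.745 percentage points for the 10 most abundant genes and from -0.0424 to 0.354 for the mitochondrial share. With a minimum of 10 counts per gene the difference in detected genes was 64.8. With a library left out, no exact permutation p can be under 0.0571, which the mitochondrial share reached without IL-6+R replicate 3.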

Other observations

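In this part, the tests of stromal markers, of arterial and venous genes, of name set as a source of interferon differences and of splits with 2 IL-6+R libraries in each group were chosen only after the result was seen. Genes near SOCS3 drew attention only once the largest changes had been seen.

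The 8 libraries can be split into groups of 4 in 35 ways. Only the split by treatment, 1 of 35, gave 1133 or more genes past the threshold, and 1 of 35 gave 693 or more changed at least 2-fold. Any gene at all came from 1 other split, which gave 3 genes and was not the split by name set. For the lists, a camera p as small as the real one came from 1 of 35 splits for the IL-6 and STAT3 targets, 1 for the coagulation genes, 4 for the proliferation genes, 9 for the interferon response, 2 for the NF-kB list, 23 for the endothelial list and 8 for the DNA methylation machinery. For the last 5 of these lists the share was over 0.05. Splits with 3 IL-6+R libraries in a group still carry part of the treatment difference, while 18 splits have 2 in each group and carry none. Of these 18, a p as small came from 0 for the proliferation genes, 0 for the DNA methylation machinery, 3 for the interferon response, 1 for the NF-kB list and 11 for the endothelial list, so variation between libraries alone gave as small a p for the last 3 of these only. The split by name set was not among the splits that did so. For the DNA methylation machinery the margin was narrow. The smallest unadjusted camera p among the 18 was 0.0352, against 0.0197 by treatment. Splits with 3 IL-6+R libraries in a group gave a p as small for this list in 7 cases. Variation between libraries thus stays open as a source of its call.

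CISH and HIF1A lay apart in libraries with the length trend. In IL-6+R replicate 3 CISH had 21191 counts, and its log2 fold change fell from 6.16 to 0.80 without that library (edgeR adjusted p 0.0931 and 0.0810). HIF1A moved the other way, with 432 counts there against 4014 to 7041 in the other IL-6+R libraries, and it was also low in PBS replicate 2, with 932 counts against 2901 to 4734 in the other PBS libraries. Its log2 fold change was 0.66 with all libraries and 1.03 without IL-6+R replicate 3 (adjusted p 0.656 and 0.118).

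Some genes near SOCS3 stood out among the largest increases. SOCS3-DT, TMEM235 and LINC01993, 3 of the 8 largest, lie within 1 Mb of SOCS3 in GENCODE release 29, a window that holds 21 other tested genes. These 3 prompted the choice of the window, so their number is not a test of it. The other 18 genes of the window had a median log2 fold change of 0.39, at percentile 98.3 of 10036 windows of at least 10 genes around other tested genes. The limit set for this test was percentile 95, and windows overlap, so they are not independent. Of these 18 genes 7 were higher past the threshold and 0 lower, with C1QTNF1 (3.94), TMC8 (2.21), AFMID (1.85) and TMC6 (1.67) among them, and BIRC5, a proliferation gene, was at -0.25. A trend with length and GC content is argued against, since the median stayed at percentile 99.4 after its removal, and it was at percentile 99.7 without IL-6+R replicate 3 and PBS replicate 2. A candidate explanation is a rise of transcription over the neighbourhood of SOCS3 with IL-6+R. Such a rise would be uneven. PGS1, nearer to SOCS3 than TMEM235 and LINC01993, had a log2 fold change of 0.34 that did not pass (edgeR adjusted p = 0.118). Reads that run on past the end of strongly raised genes may also contribute, which was not tested, and strand was not stated.

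Markers of stromal cells changed with IL-6+R, in both directions. Of 9 tested markers (of 12), 5 were higher past the threshold (LUM 3.66, DCN 3.00, PDGFRA 2.10, TAGLN 1.58 and ACTA2 0.64 as log2 fold changes) and 2 were lower (COL1A2 -3.04 and PDGFRB -2.41). COL1A2 fell from 244 ± 28.3 to 29.7 ± 2.87 CPM, while LUM and DCN stayed at 1.31 ± 0.533 and 3.38 ± 1.15 CPM with IL-6+R (SD, n = 4 each). A different share of stromal cells alone would move all of them alike, so as the whole cause it is argued against by the 2 lower markers. Endothelial cells can express several of these genes themselves, so the lower markers do not exclude a small share of stromal cells behind the higher ones. A change in expression within the cells stays open as well. Of 8 tested leukocyte markers (of 12), 1 was higher (CD68, 0.66, adjusted p = 0.0461) and 0 were lower.

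GJA4 and GJA5 (-4.93 and -3.25), which are typical of arteries, were lower and ACKR1 (6.59), typical of venules, was higher. A list of 12 other arterial genes, of which 11 were tested, had a median log2 fold change of -0.60 and a camera adjusted p of 8.85e-09 over both lists (fry 0.000174, estimated correlation 0.0152), and 1 of 35 splits gave a p as small. UNC5B (-2.47), CXCR4 (-2.45), HEY1 (-2.04), FBLN5 (-1.48) and DLL4 (-0.68) passed the threshold. Of 8 other venous genes 6 were tested, with a median of 0.37 and a camera adjusted p of 0.0286 (fry 0.0533, estimated correlation 0.226), and 6 of 35 splits gave a p as small. IL1R1 (3.76) and EPHB4 (0.59) passed the threshold. These values are consistent with lower arterial gene expression under IL-6+R, as a hypothesis formed on the same data. Higher venous expression as a list and no change of it cannot be told apart, since 6 genes that went both ways are too few.

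Interferon response genes varied between libraries of the same treatment. Their median per library (log2, relative to the mean of all libraries) was 0.38, 0.30, 0.83 and -0.031 in IL-6+R replicates 1 to 4 and -0.51, -0.35, -0.038 and -0.56 in PBS replicates 1 to 4. RSAD2, which was not in the list, had 109, 97, 220 and 6 counts with IL-6+R and 7, 6, 180 and 14 counts with PBS. Name set is argued against as the cause, since the libraries of name set 2 differed by up to 0.863 within a group. The length and GC trend is argued against, since the larger ratio of the SD within a group after to before removal of the trend was 1.00. A difference between cultures in interferon signaling may remain as an explanation and was not tested, since the labels name no culture or donor for a library.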
